# Discovery of Novel MicroRNAs in Rat Kidney Using Next Generation Sequencing and Microarray Validation

**DOI:** 10.1371/journal.pone.0034394

**Published:** 2012-03-28

**Authors:** Fanxue Meng, Michael Hackenberg, Zhiguang Li, Jian Yan, Tao Chen

## Abstract

MicroRNAs (miRNAs) are small non-coding RNAs that regulate a variety of biological processes. The latest version of the miRBase database (Release 18) includes 1,157 mouse and 680 rat mature miRNAs. Only one new rat mature miRNA was added to the rat miRNA database from version 16 to version 18 of miRBase, suggesting that many rat miRNAs remain to be discovered. Given the importance of rat as a model organism, discovery of the completed set of rat miRNAs is necessary for understanding rat miRNA regulation. In this study, next generation sequencing (NGS), microarray analysis and bioinformatics technologies were applied to discover novel miRNAs in rat kidneys. MiRanalyzer was utilized to analyze the sequences of the small RNAs generated from NGS analysis of rat kidney samples. Hundreds of novel miRNA candidates were examined according to the mappings of their reads to the rat genome, presence of sequences that can form a miRNA hairpin structure around the mapped locations, Dicer cleavage patterns, and the levels of their expression determined by both NGS and microarray analyses. Nine novel rat hairpin precursor miRNAs (pre-miRNA) were discovered with high confidence. Five of the novel pre-miRNAs are also reported in other species while four of them are rat specific. In summary, 9 novel pre-miRNAs (14 novel mature miRNAs) were identified via combination of NGS, microarray and bioinformatics high-throughput technologies.

## Introduction

MicroRNAs (miRNAs) are small non-coding RNAs of ∼22 nucleotides in length and ubiquitously present in plant and animal cells [1]. miRNAs play an important role in the post-transcriptional regulation of gene expression via binding to the 3′ UTR region of the target mRNAs, resulting in mRNA degradation or translation inhibition [2]. Recent studies indicate that miRNAs are critical for many physiological processes, including cell proliferation, cell differentiation, and cell death [3], [4]. Dysregulated miRNAs have been found in different types of human diseases and tumors [5], [6], [7].

miRNA genes are initially transcribed by RNA polymerase II to generate primary miRNAs (pri-miRNAs). Pri-miRNAs are processed by RNase Drosha to release approximately 70 nucleotides long miRNA precursors (pre-miRNAs) that have characteristic hairpin structures. Pre-miRNAs are then exported from the nucleus to the cytoplasm. RNase Dicer cleaves the pre-miRNA hairpin to generate a double-stranded miRNA duplex with a characteristic 3′ 2-nucleotide overhang. Subsequently, the double-stranded miRNA duplex is separated and one strand is selected as the mature miRNA, whereas most of the other strand that are named as mature* sequences is degraded [8], [9]. Sometimes, mature variants generated from the same miRNA precursor contain different sequences from the mature and/or mature* sequence. These mature variants are named as isomirs [10]. The characteristic structures of these different stages of miRNA biogenesis, such as hairpin structures and mature* sequences, have been utilized for identification of novel miRNAs based on certain guidelines [11], [12]. The criteria for decision of novel miRNAs depend on whether the novel miRNAs have homologous ones in other species. Due to the phylogenetic conservation of miRNAs, the requirements for defining homologous miRNAs are generally less strict than those for species-specific miRNAs such as those found in rats only [11], [12].

The first two miRNAs, *lin-4 and let-7*, were discovered in the *Caenorhabditis elegans* [13], [14]. Subsequently, about 100 miRNAs were identified by cloning and Sanger sequencing [15], [16], [17], [18], [19]. However, such approaches were limited in their ability to detect rare miRNAs, or tissue-specific miRNAs from tissues that are difficult to obtain. Next generation sequencing (NGS), a high-throughput technology, has dramatically changed the nature of biomedical research and medicine since 2005. NGS is a combination of various procedures that includes template preparation, sequencing and imaging, and genome alignment and assembly. This new technology markedly reduces the cost and time required to sequence large amounts of DNA [20], [21], [22], [23], [24]. Also, unlike PCR- or microarray-based sequencing technologies, NGS can easily recognize unknown DNA sequences. Thus, NGS can be used to identify new gene sequences. Previous studies showed that NGS can successfully discover low abundance novel miRNAs in different species by reverse-transcription of miRNAs to their cDNAs [25], [26], [27].

Since NGS platforms can generate several gigabases of sequencing data per run, bioinformatics tools are required to process the huge amount of data. Several tools have been widely used for miRNA transcriptomic analysis of NGS data to discover novel miRNAs, including miRDeep [28], [29], [30], [31], miRDeep2 [32], miRDeep-p [33], miRanalyzer [34], [35], [36], miRExpress [37], deepBase [38], miRTRAP [39], mirTools [40], SSCprofilter [41], [42], mirExplorer [43], and MIReNA [44]. Although these tools use different algorithms to predict novel miRNAs, they share the same two basic principles: 1) mapping of the reads to the genome and 2) checking for the presence of a hairpin structure in the genome. In addition, existence of mature* sequence and a Dicer cleavage pattern provide further evidence for a miRNA. In this study, the miRanalyzer standalone version was utilized for the discovery of novel rat miRNAs.

Currently, there are three common methods for measuring miRNAs, microarrays, quantitative PCR (qPCR) and NGS. The clear advantage of NGS over microarrays and qPCR is its capability for identification of novel miRNAs because microarrays and qPCR detect miRNAs based on known miRNA sequences. However, different steps of NGS, such as template preparation, RNA ligation, PCR amplification and imaging, can introduce errors. Therefore, novel miRNAs discovered by NGS need to be validated through other platforms. Although qPCR is often considered a “gold standard” in the detection and quantization of gene expression, it is not a high-throughput application for miRNA expression. According to our previous study, expression of miRNAs measured by TaqMan quantitative real-time PCR is comparable with that of LC Sciences' microarray analysis [45]. Microarrays are still the best choice for high-throughput analysis of miRNA expression. Microarrays and NGS can be used for mutual validation of miRNA expression [46].

Currently, 21,643 mature miRNAs have been discovered and deposited in the publically available miRNA database, miRBase (version 18.0, November 2011; http://miRNA.sanger.ac.uk/sequences/index.shtml). The database contains 1,921 miRNAs from human, 1,157 from mouse and 680 from rat. Despite the importance of the rat as a model organism, the number of known rat miRNAs is not comparable to those for human and mouse, considering the conserved nature of miRNAs among different species. Therefore, it is very important to discover the unknown rat miRNAs and explore their functional roles. In this study, NGS was employed to sequence small RNAs in rat kidney; miRanalyzer was applied for identifying known and unknown rat miRNAs; and a custom vertebrate miRNA array containing more than five thousand known vertebrate miRNAs and a hundred novel rat miRNA candidates determined by the NGS analysis was designed to verify novel rat miRNAs. These two high throughput technologies, in combination with a potent tool for miRNA bioinformatics and biostatistics analyses, helped us discover 9 novel rat pre-miRNAs, which express 14 novel mature miRNA sequences.

## Results

### Recognition of Rat Homologous Novel miRNAs

Small RNA transcriptomes of kidney samples from 8 rats, 4 treated with aristolochic acid (AA) and 4 untreated as control, were analyzed using NGS (NGS data are available through Gene Expression Omnibus series accession numbers GSE33703). 

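The 8 kidney samples came from male Big Blue rats, a transgenic strain that carries a reporter gene for mutation assays. The AA group of 4 rats received the sodium salt of AA by gavage at 10 mg/kg over 12 weeks with 5 doses each week, and the control group of 4 rats received saline on the same schedule. One field of the sample labels names the tissue as liver, while the paper and the rest of the labels name the kidney. Small RNA libraries were sequenced on an Illumina Genome Analyzer II, and the authors deposited the number of reads that they counted on each known rat miRNA, without normalization. The table used here lists 620 miRNAs. The 4 control libraries held 15250865, 14674442, 15525397 and 13736874 reads on these miRNAs, and the 4 AA libraries held 13412373, 15200830, 13814612 and 15616670. The medians were 14962653.5 reads in the control group and 14507721 in the AA group, and the totals did not differ between the groups by more than their spread (exact permutation test, two-sided, p = 0.771). The deposited counts already include the mapping of reads to known miRNAs by the authors, whereas the removal of short reads and the prediction of hairpins were not repeated here. From the counts, AA and control libraries were compared with the quasi-likelihood test of edgeR after TMM normalization, over the 367 miRNAs with at least 10 reads in at least 4 of the 8 samples. The cutoff is close to a rule of the paper, which reports its homologous miRNAs, with 1 exception, at more than 10 reads in at least 4 samples. Both the scaling between libraries and the cutoff can change which miRNAs pass an adjusted p-value of 0.05, and other choices were therefore run beside the main ones. Each library came from 1 rat and was counted as 1 sample. Libraries of the same group differed by a chi-square statistic of at least 445 per degree of freedom, which is set against counting error only and serves to rule out that a library was listed under more than 1 title.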

AA is Group 1 carcinogen and able to induce the rat kidney tumors. Our previous study (manuscript is in preparation) showed that many miRNAs expressions increased in the AA treatment group, compared with those of in control group. 

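Of the 367 miRNAs tested in these 8 libraries, 60 had an adjusted p-value under 0.05 between the AA and control groups (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 38 were higher in the AA group and 22 were lower, so that 63.3% of the called miRNAs increased (95% Wilson interval 50.7% to 74.4%). This interval takes the called miRNAs as independent, although both arms of one hairpin were called in 7 pairs. It leaves out the spread between rats and is no test of an excess of rises. The balance between higher and lower calls depended on the scaling. With total counts in place of TMM normalization, 54 miRNAs were called higher and 14 lower, and the median log2 fold change over all tested miRNAs moved from 0.06 to 0.27. The count of calls moved most without the second control library, which left 35 miRNAs. In 58 of the 60 called miRNAs, the 4 AA rats did not overlap with the 4 control rats. Over all tested miRNAs, 24.3% showed no overlap, and 2.86% would do so by chance.
The largest rises among called miRNAs without overlap were in rno-miR-34a, rno-miR-511*, rno-miR-34a* and rno-miR-34c. rno-miR-34a was at 26.0 ± 4.70 CPM (reads scaled by library size after TMM normalization; SD, n = 4) in the control group and 583 ± 199 (SD, n = 4) in the AA group, a log2 fold change of 4.48 (standard error 0.28, adjusted p = 4.1e-06 from the same edgeR test). rno-miR-34c rose from 348 ± 100 to 4856 ± 2443 CPM (SD, n = 4 each), a log2 fold change of 3.80 (standard error 0.37, adjusted p = 6.1e-05 from edgeR). rno-miR-34a* had only 0 to 5 reads in each control library and 34 to 56 in each AA library, so that its log2 fold change of 3.98 rests on few control reads. For rno-miR-511*, the AA libraries ranged from 69.5 to 830 CPM, with the highest value in the fourth AA library. Without that library, its log2 fold change went from 4.39 to 2.82, and it was called in all 16 alternative fits.
The largest falls were in rno-miR-219-2-3p, rno-miR-375, rno-miR-135a* and rno-miR-129-2*. rno-miR-375 fell from 249 ± 54.1 to 45.1 ± 19.6 CPM (SD, n = 4 each), a log2 fold change of -2.46 (standard error 0.33, adjusted p = 0.00070 from edgeR). The fall of rno-miR-219-2-3p, by 2.94 on the log2 scale (adjusted p = 0.041 from edgeR), was called in 9 of the 15 alternative fits that tested it. The log2 fold changes of rno-miR-135a* and rno-miR-129-2* were -2.08 and -1.81, from group means of at most 3.37 CPM.

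**Figure D1:**
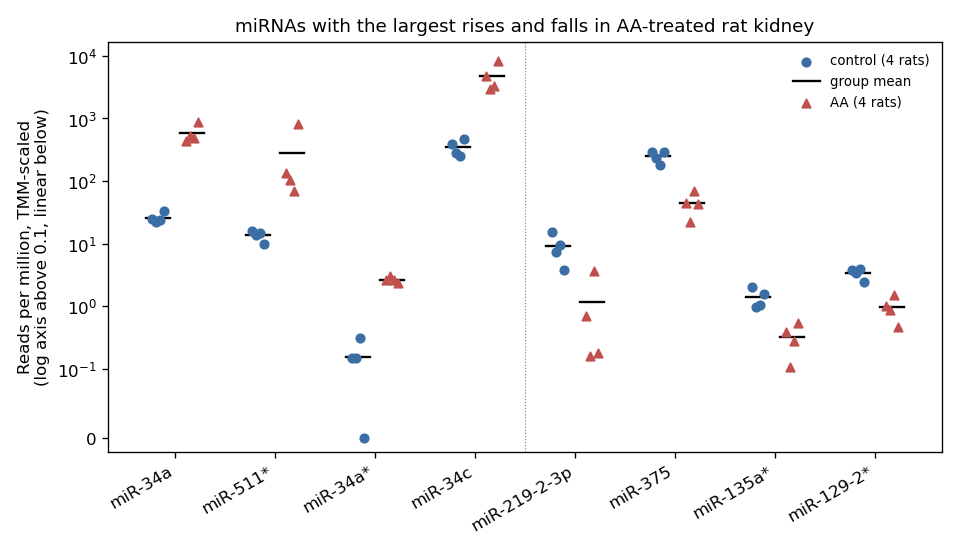
CPM after TMM normalization for 8 called miRNAs without overlap between the groups, on a log axis above 0.1 and a linear axis below it. Among such miRNAs, they are the 4 with the largest rises and the 4 with the largest falls in the AA group. Circles are the 4 control rats, triangles the 4 AA rats and bars the group means; for rno-miR-34a the control rats lie between 22.5 and 32.9 and the AA rats between 442 and 877.

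The paper states, from an earlier study that it does not detail, that the expression of many miRNAs increased in the AA treatment group.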

Using samples from different animals as well as AA-treated and untreated rats should strengthen the discovery of novel miRNAs as accidental discovery due to fluctuations can be virtually discarded.

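How far the animals shared the same detected miRNAs can be read from the known miRNAs in the same libraries. All 620 listed miRNAs had at least 1 read in at least 1 of the 8 rats, and 433 had at least 1 read in every rat. At least 10 reads in all 8 rats were reached by 305 miRNAs, or 49.2%, and in none of the rats by 187, or 30.2%. Only 30 miRNAs reached 10 reads in a single rat, 13 of them in the fourth AA rat and 7 in the first AA rat. The rule of at least 10 reads in at least 4 rats kept 367 miRNAs. Between the groups, 2 miRNAs had at least 10 reads in every AA rat and in no control rat, and 1 had at least 10 reads in every control rat and in no AA rat.

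**Figure D2:**
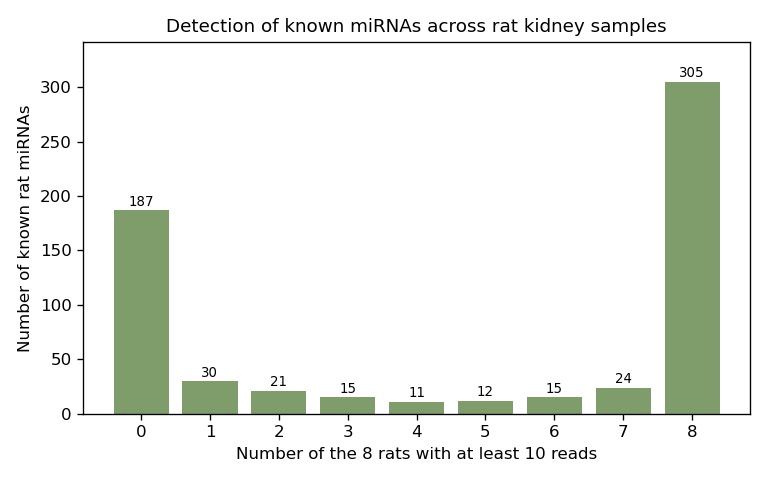
Number of known rat miRNAs by the number of the 8 rats in which they had at least 10 reads. The bars at 0 and 8 rats hold 187 and 305 miRNAs, and the bars from 1 to 7 rats hold between 11 and 30 miRNAs each.

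The paper proposes that samples from different animals, treated and untreated, should strengthen the discovery of miRNAs, because finds by accident of fluctuations can be virtually ruled out.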

The sequencing data were input into miRanalyzer, a web server and stand-alone tool, to predict both novel homologous and rat-specific miRNAs [34]. A schema of the sequence analysis workflow is shown in Figure 1. The tool first removed all reads with ‘N’ (or other ambiguous bases) and those shorter than 17 bases. Reads longer than 26 bases were trimmed and regrouped, because the bases of miRNAs are normally ranging from 17 to 25. In total, 14,358,136 reads were obtained from the 8 rat kidney samples.

**Figure 1:**
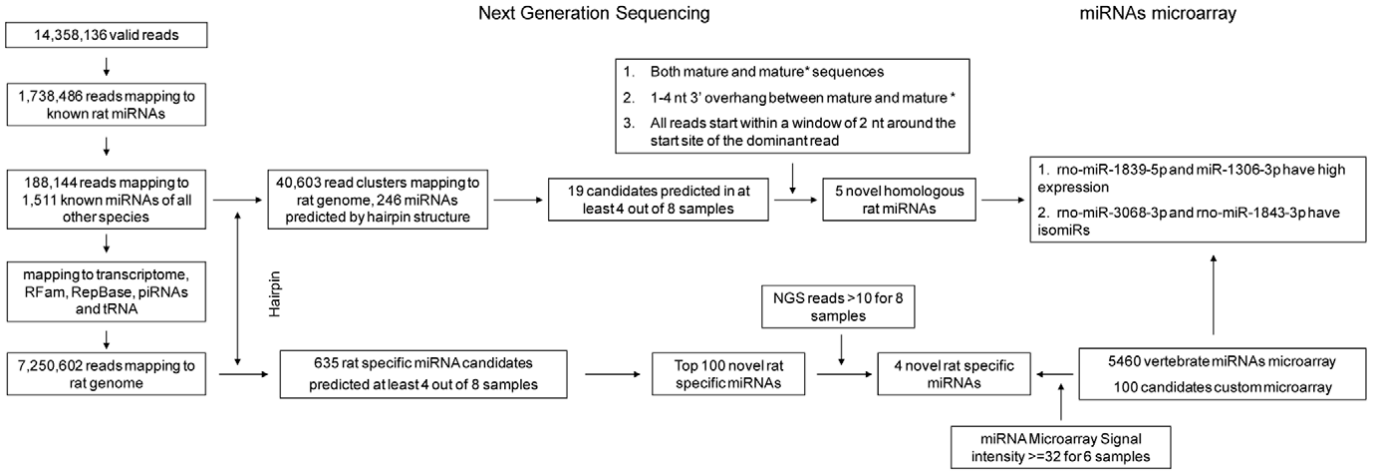
Scheme of the work flow for identifying novel rat miRNAs.

Rat homologous novel miRNAs are those miRNAs that have been reported in other species but not in rat. To find the rat homologous novel miRNAs, the known rat miRNAs were first removed. 

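Over the 8 libraries, the deposited counts on known rat miRNAs summed to 117232063 reads, of which 59187578 were in the control group and 58044485 in the AA group. A few miRNAs took most of them. The 3 most abundant, rno-miR-378, rno-miR-143 and rno-miR-30a, took 51.9% of the reads of a library on average, and the 10 most abundant took 81.9%. rno-miR-378 alone made up 26.8% ± 2.44 (SD, n = 4) of the reads in the control group and 18.5% ± 1.88 (SD, n = 4) in the AA group. Its log2 fold change was -0.75 (standard error 0.18, adjusted p = 0.019 from edgeR's quasi-likelihood test), and this call was lost in 3 of the 8 fits that each left out 1 library. The shares of rno-miR-143 were 18.5% ± 2.47 and 16.6% ± 1.60 and those of rno-miR-30a 11.7% ± 0.739 and 11.9% ± 1.37 (SD, n = 4 each, control and AA), and neither was called (adjusted p = 0.18 and 0.51 from edgeR). At the other end, the 187 miRNAs with fewer than 10 reads in every library held 1739 reads in all.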

There were 1,738,486 reads that were mapped to known rat miRNAs and were eliminated from further analysis. The remaining reads were then aligned to a non-redundant set of known mature miRNAs from all other species (miRBase version 17), yielding 188,144 mapped reads. In total, 1,511 miRNAs were detected by at least one read in at least 1 out of the 8 sequencing samples. After mapping those reads to the genome, 40,603 read clusters considered as putative mature miRNA sequences were acquired. Genome sequences around the position of the read cluster were extracted and the energetically best hairpin structures were retained as putative pre-miRNAs if they had (i) at least 19 base pairings in the secondary structure and (ii) at least 11 base pairings located in the read cluster region (number of pairings between putative mature and mature*). After applying the minimum number of base pairings to the 40,603 pre-microRNA candidates (one for each read cluster) and forcing a hairpin secondary structure we obtain 13,336 candidates that are used as input for the machine learning prediction. Eventually 246 putative novel miRNAs were predicted in the 8 samples. After comparing the information across the 8 samples by using the differential expression module of miRanalyzer, 19 pre-miRNA candidates were predicted in at least 4 out of the 8 samples. After realigning the reads to the consensus sequences of these 19 pre-miRNA candidates, the cleavage pattern was analyzed. The homologous pre-miRNAs were considered as novel pre-miRNAs if they had (i) both the mature and mature* sequences, (ii) a characteristic 1–4 nt 3′ overhang between mature and mature* sequences, and (iii) less than 2 nt fluctuation of read start sites around the start site of the predominant read (the read with the highest expression value). After applying these structural criteria, 5 novel pre-miRNAs homologous to known miRNAs in other species were discovered and named as rno-mir-1839, rno-mir-3068, rno-mir-1843, rno-mir-509 and rno-mir-1306. As mature and mature* sequences are derived from the opposite arms of the hairpin pre-miRNAs, they were named novel rat homologous miRNAs according to their locations. For example, rno-miR-1839-5p and rno-miR-1839-3p were named because the two miRNAs were considered as the 5′ and 3′ arms of rno-mir-1839 pre-miRNA. Therefore, 10 rat homologous miRNAs were generated from 5 rat homologous pre-miRNAs. 

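The names in the table of known rat miRNAs bear on whether these precursors were already listed for the rat when the reads were counted. None of its 620 names carries the number of rno-mir-1839, rno-mir-3068, rno-mir-1843, rno-mir-509 or rno-mir-1306. The later RefSeq annotation of the rat assembly GRCr8, used here for names and lengths only, has 466 genes of the miRNA biotype, and all 5 precursor names were matched in it. rno-mir-1839 is a synonym of Scarna15, rno-mir-1843 of Scarna3 and rno-mir-3068 of Snora58, while rno-mir-509 and rno-mir-1306 are synonyms of Mir509 and Mir1306. The RefSeq lengths of 64 nt for rno-mir-1839, 90 nt for rno-mir-1843, 76 nt for rno-mir-3068, 85 nt for rno-mir-509 and 73 nt for rno-mir-1306 are the same as the lengths of the precursor sequences in Table 4.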

Although these 5 pre-miRNAs have been detected in mouse, they have not been previously reported in rat. All these 10 rat homologous miRNAs possess a perfect 2 nt 3′ overhang that is a consequence of the Dicer cleavage. In addition, these novel miRNAs were detected in multiple samples (at least 4 out of the 8 samples) with reads >10 (except rno-miR-1306-3p) [42]. Therefore, all of the 10 novel miRNAs are high-confidence novel rat homologous miRNAs according to the guidelines for novel miRNAs. 

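The overhangs can be counted on the printed sequences by folding each precursor of Table 4 with RNAfold and placing the mature and mature* sequences of Table 1 on it. All 10 sequences lay in their precursors without a mismatch. Counted from the base paired with the first base of the opposite arm, 7 of the 10 arms ended in a 3′ overhang of 2 nt with the default energy parameters. The exceptions were the 3p arm of rno-mir-1839, with 3 nt counted across 2 unpaired bases, the 3p arm of rno-mir-1306, with 5 nt, and the 5p arm of rno-mir-509, with 0 nt. With the older Turner energy parameters, a setting chosen after the values were seen, the 5p arm of rno-mir-509 also had 2 nt, which gave 8 of the 10 arms. These counts depend on the predicted pairing and not on the reads.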

The sequences and the secondary structures of these 5 novel rat homologous pre-miRNAs are shown in Figure 2. The single nucleotide extension isomirs of the mature* sequences had higher read counts than the mature* sequences in two miRNAs (rno-miR-3068-3p and rno-miR-1843-3p) (Figure 2c and 2e). Table 1 shows sequences and genome locations of 10 rat homologous miRNAs. 

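The sequences of Table 1 were set against the homologous sequences of Table 2 without gaps, with positions counted from 1 at the 5′ end of the homologous sequence and its base written first. Of the 10 rat miRNAs, 6 had the same sequence and length as the homolog. rno-miR-3068-5p had no substitution and 1 more base at its 3′ end than mmu-miR-3068, and rno-miR-1306-3p had no substitution and 1 more base at each end than its mouse homolog. rno-miR-509-3p was 1 nt shorter than the homolog age-miR-509b and carried 5 substitutions in an ungapped alignment, the first of them C10U. rno-miR-509-5p carried the substitution G12A against mmu-miR-509-5p and had 1 more base at its 3′ end.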

All Sequences of novel rat miRNAs are the same as those of other species except rno-miR-3068-5p, rno-miR-509-3p and rno-miR-1306-3p. Table 2 shows homologous miRNAs and the homologous sequences of the 10 novel rat homologous miRNAs. All novel rat miRNAs have homologous sequences in mouse except rno-miR-1306-5p and rno-miR-509-3. Table 3 shows NGS read counts and microarray signal intensities of the 10 novel rat homologous miRNAs, which were used in the miRNA identification and validation in this study. Table 4 shows sequences of the 5 novel rat homologous pre-miRNAs.

**Figure 2:**
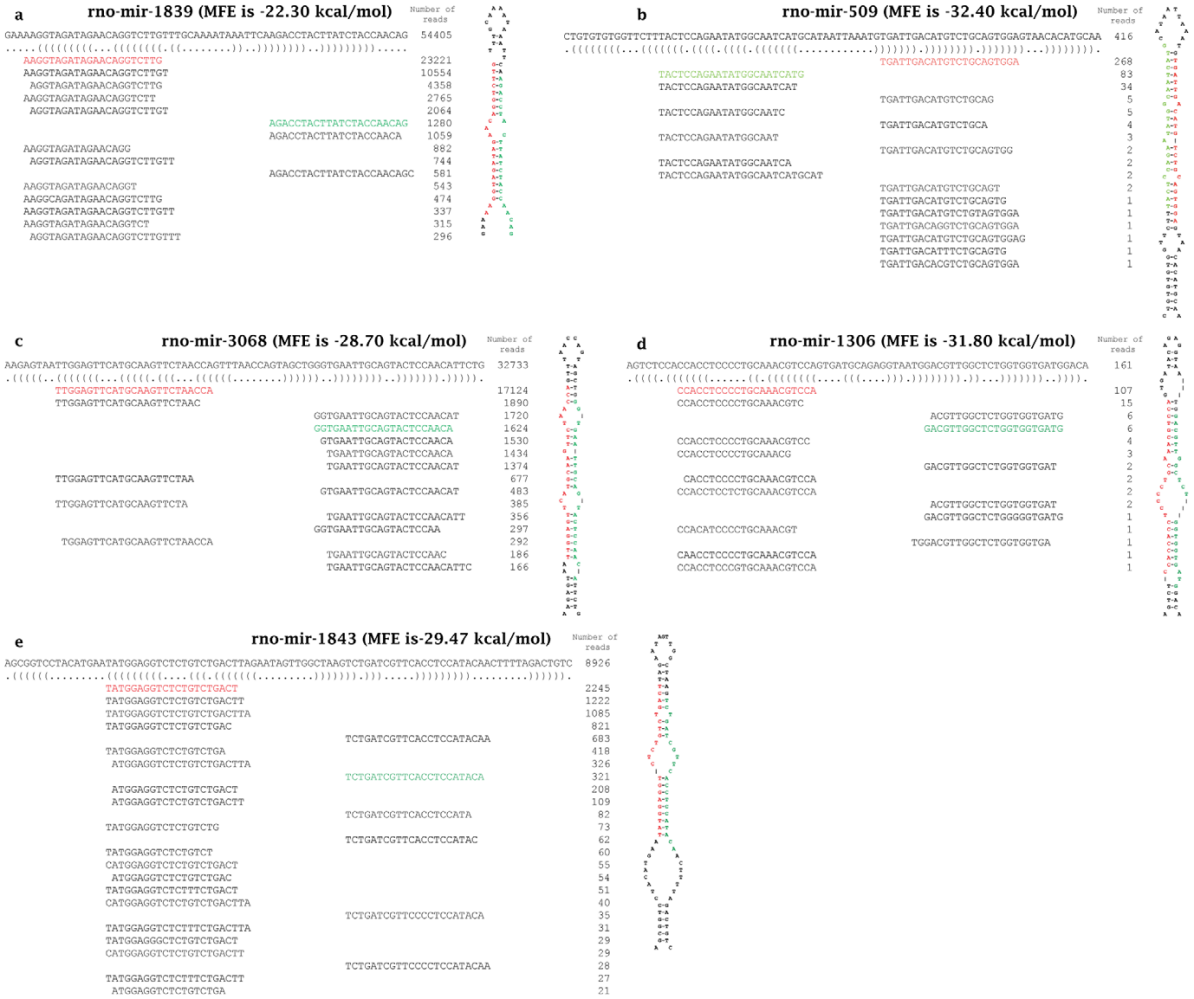
The sequences and secondary structures of five novel rat pre-miRNAs homologous to known miRNAs in other species. 2a. rno-mir-1839. 2b. rno-mir-509. 2c. rno-mir-3068. 2d. rno-mir-1306. 2e. rno-mir-1843. The sequences of 5 novel rat homologous pre-miRNAs hairpin are depicted above their dot-bracket notation secondary structures as determined by RNAfold [62], [63] using minimum free energy algorithm (MFE). RNAfold is a widely used webserver to predict RNA secondary structure. Below the dot-bracket notation secondary structures of these novel rat homologous pre-miRNAs, each of the small RNA sequences that matched those pre-miRNAs hairpin are listed, with the number of reads representing each sequence at its right side. The mature and the mature* sequences are marked in red and green respectively. The MFEs of those rat novel pre-miRNAs predicted by RNAfold are above their sequences. The single nucleotide extension isomirs of the mature* sequences had higher read counts than the mature* sequences with perfect 2 nt 3′ overhang in two miRNAs (rno-miR-3068-3p and rno-miR-1843-3p).

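Folding of the precursor sequences of Table 4 with RNAfold and its default energy parameters gave minimum free energies of -22 kcal/mol for rno-mir-1839, -32.1 kcal/mol for rno-mir-509, -27.8 kcal/mol for rno-mir-3068, -29.8 kcal/mol for rno-mir-1306 and -29.9 kcal/mol for rno-mir-1843. With the older Turner energy parameters, chosen after the values were seen, they were -22.6, -32.4, -28.7, -31.8 and -30.4 kcal/mol in the same order, so that rno-mir-1306 moved most. The predicted structures held 18 base pairs in rno-mir-1839, 32 in rno-mir-509, 26 in rno-mir-3068, 23 in rno-mir-1306 and 26 in rno-mir-1843. A predicted energy has no replicate error, and the energies of precursors of different length are not directly comparable. Per base, the energy was between -0.33 kcal/mol in rno-mir-1843 and -0.41 kcal/mol in rno-mir-1306.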

**Table 1:** Ten rat homologous miRNAs sequences and genome locations.

Novel Rat miRNA	Mature Sequence	Chromosome	Start – End	Strand
**rno-miR-1839-5p**	AAGGUAGAUAGAACAGGUCUUG	1	137744048–137744110	+
rno-miR-1839-3p	AGACCUACUUAUCUACCAACAG			
**rno-miR-3068-5p**	UUGGAGUUCAUGCAAGUUCUAACC*A*	6	111674240–111674314	−
rno-miR-3068-3p	GGUGAAUUGCAGUACUCCAACA (#)			
**rno-miR-1843-5p**	UAUGGAGGUCUCUGUCUGACU	6	103413903–103413991	−
rno-miR-1843-3p	UCUGAUCGUUCACCUCCAUACA (#)			
**rno-miR-509-5p**	UACUCCAGAAUAUGGCAAUCAUG	X	154190989–154191072	−
rno-miR-509-3p	UGAUUGACA***U***GUCUGCAG*UGGA*			
**rno-miR-1306-5p**	CCACCUCCCCUGCAAACGUCCA	11	84703718–84703789	+
rno-miR-1306-3p	*G*ACGUUGGCUCUGGUGGUGAU*G*			

Note: The names of novel rat mature and mature* miRNAs are marked in bold and regular font, respectively. Sequences of three novel rat miRNAs differ from homologous sequences related to other species and those different bases are marked in italic font. All miRNAs show a perfect 2 nt 3′ overhang, except rno-miR-3068-3p and rno-miR-1843-3p marked with (#). Those two miRNAs have perfect Dicer pattern with the second most expressed mature* read, while the most expressed mature* read probably is a single nucleotide extension isomiR.

**Table 2:** Homologous miRNAs and homologous sequences related to ten novel rat homologous miRNAs.

Novel Rat miRNA	Homologous miRNA	Homologous Sequence
**rno-miR-1839-5p**	cfa-miR-1839#mmu-miR-1839-5p#bta-miR-1839#eca-miR-1839#ssc-miR-1839-5p	AAGGUAGAUAGAACAGGUCUUG
rno-miR-1839-3p	mmu-miR-1839-3p	AGACCUACUUAUCUACCAACAG
**rno-miR-3068-5p**	mmu-miR-3068	UUGGAGUUCAUGCAAGUUCUAACC
rno-miR-3068-3p	mmu-miR-3068*	GGUGAAUUGCAGUACUCCAACA
**rno-miR-1843-5p**	mmu-miR-1843-5p	UAUGGAGGUCUCUGUCUGACU
rno-miR-1843-3p	mmu-miR-1843-3p	UCUGAUCGUUCACCUCCAUACA
**rno-miR-509-5p**	mmu-miR-509-5p	UACUCCAGAAUGUGGCAAUCAU
rno-miR-509-3p	age-miR-509b	UGAUUGACACGUCUGCAGAUAGA
	age-miR-509a	UGAUUGACACGUCUGCAGGUAGA
**rno-miR-1306-5p**	ssc-miR-1306-5p	CCACCUCCCCUGCAAACGUCCA
rno-miR-1306-3p	mmu-miR-1306-3p#ssc-miR-1306-3p	ACGUUGGCUCUGGUGGUGAU

**Table 3:** Ten novel rat homologous miRNAs - NGS read counts and microarray signal intensities.

Novel Rat miRNA	NGS Reads								miRNA Array Signal Intensity					
	CTL13	CTL14	CTL15	CTL16	AA19	AA20	AA21	AA22	CTL13	CTL14	CTL15	AA19	AA20	AA21
rno-miR-1839-5p	8162	7238	8496	5294	6110	6872	5256	5137	85.42	92.51	82.01	63.97	129.1	37.79
rno-miR-1839-3p	378	389	389	462	409	474	402	482	9.28	18.79	8.19	6.79	27.95	2.46
rno-miR-3068-5p	2288	2212	2190	3636	2506	1935	1884	5459	14.85	12.03	16.36	44.82	7.27	27.57
rno-miR-3068-3p	1477	1593	1775	1208	1285	1270	1169	1128	5.35	16.6	22.47	25.82	7.16	30.01
rno-miR-1843-5p	1181	970	1063	634	745	806	848	715	11.81	6.07	6.87	11.23	9.49	11.4
rno-miR-1843-3p	165	181	172	148	101	239	206	167	4.13	11.73	14.4	13.19	6.97	9.04
rno-miR-509-5p	9	16	30	10	8	8	36	12	0.67	0.03	1.11	0.02	0	3.19
rno-miR-509-3p	53	34	46	23	11	15	52	47	0	2.58	0.01	0.03	0	1.92
rno-miR-1306-5p	11	13	4	10	12	21	17	28	0	6.71	0.02	20.73	0	1.94
rno-miR-1306-3p	0	0	1	1	0	0	0	4	94.92	89.46	53.45	24.31	42.25	130.4

Note: rat kidney samples in the control group: CTL13, CTL14, CTL15 and CTL16; rat kidney samples in the AA treated group: AA19, AA20, AA21, and AA22.

**Table 4:** Five novel rat homologous pre-miRNAs sequences.

Novel Rat pre-miRNA	Precursor Sequence
rno-mir-1839	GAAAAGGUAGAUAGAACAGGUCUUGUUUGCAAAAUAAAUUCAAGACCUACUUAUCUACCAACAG
rno-mir-3068	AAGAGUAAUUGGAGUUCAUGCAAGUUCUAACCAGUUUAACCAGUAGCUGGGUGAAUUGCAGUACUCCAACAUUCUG
rno-mir-1843	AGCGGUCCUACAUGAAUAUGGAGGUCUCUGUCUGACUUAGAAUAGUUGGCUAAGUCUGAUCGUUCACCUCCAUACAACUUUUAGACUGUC
rno-mir-509	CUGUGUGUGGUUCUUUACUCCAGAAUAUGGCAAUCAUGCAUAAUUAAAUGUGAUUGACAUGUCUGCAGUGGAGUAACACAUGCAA
rno-mir-1306	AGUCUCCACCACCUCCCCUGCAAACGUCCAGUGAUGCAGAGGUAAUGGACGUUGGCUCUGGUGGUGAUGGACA

### Recognition of Rat-Specific Novel miRNAs

For detection of the rat-specific novel miRNAs, all reads that were mapped to known miRNAs, transcriptome, RFam, RepBase, piRNAs and tRNA were removed first. Of the remaining reads, 7,250,602 could be mapped to the rat genome and were used for the prediction of the novel miRNAs. The predictions were performed as described previously [34] and resulted in 635 novel miRNAs candidates. These candidates were expressed in at least 4 of the 8 samples (default settings of miRanalyzer). Although these miRNA candidates are rat-specific in the sense that they have not been detected in any other species, it does not rule out that they might exist in other species as well.

### Validation of the Novel miRNAs

To validate these rat homologous miRNAs and rat-specific miRNA candidates, custom vertebrate miRNA microarray (microarray data are available through Gene Expression Omnibus series accession numbers GSE33360) was performed in 3 untreated and 3 AA treated rat kidney samples which were also used in the NGS analysis. Vertebrate miRNA array from IC Sciences covers all 5,460 miRNAs from 32 vertebrates based on miRBase version 17. In addition, the complementary probes to the mature sequences of the top 100 of 635 novel rat-specific candidates generated via the NGS analysis were added to the miRNA array (100 custom probes are the limit of custom miRNA microarray made by LC sciences). Thus, the expression levels of a total of 5,560 miRNAs were measured using this high throughput platform. Since miRNA genes tend to be conserved across species, the 5,460s vertebrate miRNAs could be used to validate the expression of novel rat homologous miRNAs. At the same time, the 100 rat-specific miRNA probes in the array could be used to validate the expression of these miRNA candidates resulted from the NGS analysis. The microarray data showed that 1,495 out of 5,560 miRNAs were expressed at different levels when microarray signal intensity cutoff was set to 32 for determination of miRNA expression as the manufacturer's suggestion.

Two novel homologous miRNAs (rno-miR-1839-5p, rno-miR-1306-3p) meet the manufacturer's (LC Sciences) criteria and further support they are novel rat miRNAs. rno-miR-1839-5p had consistent NGS read counts of more than 1000 in all of the 8 NGS samples and was significantly expressed in all 6 samples as determined by the microarray analysis. Although rno-miR-1306-3p had very low read counts (NGS reads counts are between 1 and 4 in 3 of 8 samples), it was consistently expressed in 5 of 6 samples as determined by the microarray analysis. Therefore, rno-miR-1306-3p is qualified as a novel rat miRNA [11].

Strict criteria were applied to define the rat-specific novel miRNA candidates. The cutoff for NGS read count was set to 10 [12] and that for miRNA array signal intensity was set to 32 for every sample [47]. Six rat-specific novel miRNA candidates were matched to these criteria. After realigning their sequences to the pre-miRNA sequences, two of the six candidates were discarded due to high fluctuations of the read start positions. The remaining four novel miRNA candidates were considered as novel rat-specific miRNAs. They were named as rno-miR-3598, rno-miR-3599, rno-miR-3600 and rno-miR-3601, respectively. The alignments and secondary structures for these novel miRNAs are displayed in Figures 3. Their mature sequences and genome positions, NGS read counts and microarray signal intensities, and precursor sequences are shown in Tables 5, 6 and 7, respectively. For rno-miR-3601, the mature* sequence was also detected in the NGS analysis and its sequence alignment and hairpin structure are shown in Figure 3d. Also, the expression level of rno-miR-3598 was significantly altered by the treatment of AA according to the microarray analysis (*P* = 0.0134).

**Figure 3:**
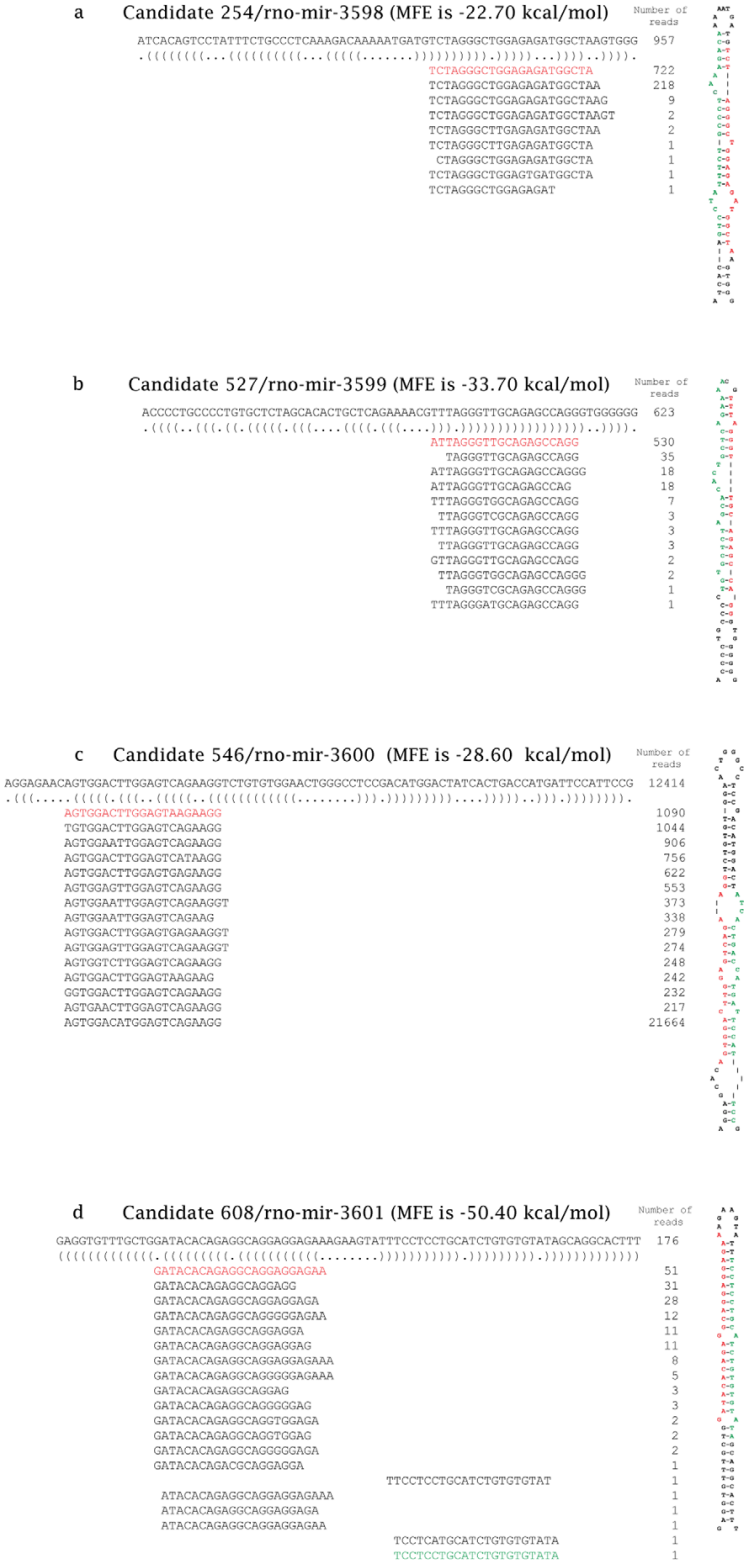
The sequences and secondary structures of the four novel rat specific pre-miRNAs. 3a. rno-mir-3598. 3b. rno-mir-3599. 3c. rno-mir-3600. 3d. rno-mir-3601. The sequences of 4 novel rat specific pre-miRNAs are depicted above their dot-bracket notation secondary structures as determined by RNAfold [62], [63] using MFE. RNAfold is a widely used webserver to predict RNA secondary structure. Below the dot-bracket notation secondary structures of these rat specific pre-miRNA, each of the small RNA sequences that matched those pre-miRNAs hairpin are listed, with the number of reads representing each sequence at its right side. The mature and the mature* sequences are marked in red and green, respectively. The MFEs of those rat specific miRNAs predicted by RNAfold are above their pre-miRNA sequences. For rno-miR-3598, the inferred mature* sequence is shown in green in the secondary structure.

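For the 4 precursors of Table 7, RNAfold with its default energy parameters gave minimum free energies of -22 kcal/mol for rno-mir-3598, -32.4 kcal/mol for rno-mir-3599, -27.1 kcal/mol for rno-mir-3600 and -50.2 kcal/mol for rno-mir-3601. The older Turner parameters gave -22.7, -33.7, -28.6 and -50.4 kcal/mol in the same order. rno-mir-3601 was the most stable per base, at -0.64 kcal/mol, with 33 predicted base pairs over 78 nt. The mature sequences of rno-miR-3598 and rno-miR-3601 in Table 5 lay in their precursors without a mismatch. The mature sequences of rno-miR-3599 and rno-miR-3600 each differed from the precursor at the first base, as U1A and A1U, with the precursor's base written first and the position counted from 1 at the 5′ end of the mature sequence. None of the 4 precursor names was matched in the RefSeq gene table, and none of their numbers is carried by a name among the 620 known miRNAs counted. The sequences of these 620 were not compared with the 4 mature sequences, so that a likeness to a miRNA listed under another name is not excluded.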

**Table 5:** Four rat-specific novel miRNAs - Mature sequences and genome locations.

Novel Rat miRNA	Mature Sequence	Chromosome	Start - End	Strand
rno-miR-3598	UCUAGGGCUGGAGAGAUGGCUA	13	40705693–40705785	+
rno-miR-3599	AUUAGGGUUGCAGAGCCAGG	5	158395573–158395709	−
rno-miR-3600	UGUGGACUUGGAGUCAGAAGG	5	5156340–5156444	−
rno-miR-3601	GAUACACAGAGGCAGGAGGAGAA	3	41992498–41992610	−

**Table 6:** Four rat-specific novel miRNAs - NGS read counts and microarray signal intensities.

Novel Rat miRNA	NGS Reads								miRNA Array Signal Intensity					
	CTL13	CTL14	CTL15	CTL16	AA19	AA20	AA21	AA22	CTL13	CTL14	CTL15	AA19	AA20	AA21
rno-miR-3598	80	88	81	80	150	109	80	289	164	173	180	312	315	391
rno-miR-3599	90	70	129	67	43	89	84	51	134	173	74	73	52	166
rno-miR-3600	3058	2741	1838	343	1095	1152	1595	592	316	236	223	164	133	254
rno-miR-3601	17	15	34	11	25	28	28	15	42968	33213	39003	47376	25834	48927

Note: rat kidney samples in the control group: CTL13, CTL14, CTL15, and CTL16; rat kidney samples in the AA treated group: AA19, AA20, AA21, and AA22.

**Table 7:** Four rat-specific novel pre-miRNAs sequences.

Novel Rat pre-miRNA	Precursor Sequence
rno-mir-3598	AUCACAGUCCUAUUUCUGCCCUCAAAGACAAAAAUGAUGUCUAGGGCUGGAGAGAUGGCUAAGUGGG
rno-mir-3599	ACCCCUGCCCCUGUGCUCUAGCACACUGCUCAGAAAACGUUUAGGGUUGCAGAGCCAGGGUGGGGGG
rno-mir-3600	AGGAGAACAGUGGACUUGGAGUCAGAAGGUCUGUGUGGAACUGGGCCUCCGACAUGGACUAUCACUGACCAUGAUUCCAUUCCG
rno-mir-3601	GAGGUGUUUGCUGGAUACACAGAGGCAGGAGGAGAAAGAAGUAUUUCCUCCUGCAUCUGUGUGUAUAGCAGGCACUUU

### Predicted Targets of the Novel miRNAs

TargetSpy was chosen to predict the target genes of the 14 novel miRNAs by forcing the existence of a seed *in silico* [48], [49] In total, 6918 target genes were identified for future functional analysis (Data S1).

## Discussion

Currently, there are two guidelines for discovery of novel miRNAs, Ambros guideline and Griffiths-Jones guideline. The Ambros guideline is a general guideline [11], while the Griffiths-Jones guideline is a specific guideline for the discovery of novel miRNAs using NGS data [12]. Both guidelines contain expression and biogenesis criteria. In the Ambros guideline, expression criteria include detection of miRNAs by hybridization (such as northern blot, Taqman real time PCR or microarray) and cloning and Sanger sequencing. Biogenesis criteria include classic hairpin structure, phylogenetic conservation, and Dicer function. miRNAs must meet at least 1 expression criterion and 1 biogenesis criterion (although Dicer function only provides further evidence and it can not be used as an independent biogenesis criterion). In addition, the Ambros guidelines suggest that “very close homologs in other species can be annotated as miRNA orthologs without experimental validation, if they satisfy “the criterion of a high degree of phylogenetic conservation” [11]. In the Griffiths-Jones guideline, expression criterion is multiple reads from multiple independent experiments (cutoff is 10–20). Biogenesis criteria are reads being able to map to the genome, sequence flanking the putative mature miRNAs showing a hairpin structure, mapped reads without overlapping of other RNAs, conserved 5′-end of the mature sequence, and the existence of mature* sequence and correct 3′ overhang. The Griffiths-Jones guideline considers that consistent 5′-end processing and mature* sequences are critical for discrimination between high-confidence miRNAs and fragments of other RNAs in NGS data.

In our study, both guidelines were utilized to identify novel rat miRNAs. Ten rat novel homologous miRNAs meet all Griffiths-Jones criteria except rno-miR-1306-3p that was validated by the microarray analysis, and meets the Ambros criteria. Four rat-specific miRNAs meet at least 4 of 5 Griffiths-Jones criteria (rno-miR-3601 meets 5/5 criteria). In addition, they were confirmed by the microarray analysis. Thus, all four rat-specific miRNAs meet Ambros criteria too. Thus, all 14 miRNAs generated from 9 pre-miRNAs are high-confidence miRNAs according to the both guidelines.

NGS and microarrays are two high-throughput platforms for analysis of gene and miRNA expression. NGS is able to assess the copy number of transcripts and provides “digital gene expression” while microarrays measure relative gene expression. Although there are debates on accuracy and reliability of the two platforms [50], [51], [52], [53], they are generally considered as comparable and can be used for validation of each other [46], [54]. In this study, both NGS and microarray analyses were applied to identify and validate novel miRNAs in rat kidneys. Novel miRNAs that express in both the platforms are more reliable than those that only express in one platform. Therefore, 4 rat-specific miRNAs (rno-miR-3598, rno-miR-3599, rno-miR-3600, rno-miR-3601) and 2 rat homologous miRNAs (rno-miR-1839-5p and rno-miR-1306-3p) are high-confidence rat miRNAs. Although other 8 miRNAs and their isoforms (rno-miR-1839-3p, rno-miR-3068-5p, rno-miR-3068-3p, rno-miR-1843-5p, rno-miR-1843-3p, rno-miR-509-5p, rno-miR-509-3p, rno-miR-1306-5p) were not confirmed by microarray analysis, they are still considered as high-confidence novel miRNAs because they satisfy the Ambros guidelines [11]. Also, miRNA expression detected using NGS may not be able to be found by means of microarrays because the overlapping of expressed genes between NGS and microarray platforms is about 40–50% [54]. It may be due to NGS's high sensitivity in detecting the genes with low expression levels than microarrays [27]. Thus, the low level of expression of rno-miR-509-5p, rno-miR-509-3p, rno-miR-1306-5p and rno-miR-509-3p measured by NGS might not be detected by the microarray.

It is estimated that miRNAs target about 60% of protein-coding genes [55] and miRNAs play important roles in a variety of diseases and disorders [5], [7]. The potential miRNAs targets predicted by targetspy and their functions need to be further studied, Given that AA is a top 2 potent human carcinogen that induces kidney tumors in rats [56], rno-miR-3598 may be the potential used as a kidney tumor biomarker for AA exposure.

In summary, NGS, microarray gene expression analysis and bioinformatics tools were used for analysis of small RNA data generated from rat kidneys. These combined approaches resulted in discovery of 14 high confidence novel rat miRNAs based on Ambros and Griffiths-Jones guidelines. Ten novel miRNAs from 5 pre-miRNAs are homologues to other species while four miRNAs are rat-specific. Given that only one rat miRNA was added from the miRbase version 16 to the latest version 18, discovery of 14 novel rat miRNAs will significantly contribute to the understanding of miRNA in rat gene expression.

## Materials and Methods

### Ethical Treatment of Animals

National Center for Toxicological Research (NCTR) Institutional Animal Care and Use Committee (IACUC) reviewed and approved this study. We followed the recommendations of the NCTR IACUC for the handling, maintenance, treatment and sacrifice of the rats. All efforts were made to minimize the animal suffering.

### miRNA Isolation

Aristolochic acid (AA) was purchased from Sigma (St. Louis, MO). The purity of AA was 96% (40% of AAI and 56% of AAII). Big Blue transgenic Fisher 344 rats were obtained from Taconic Laboratories (Germantown, NY) through a purchase from Stratagene (La Jolla, CA). The miRNA isolation from four AA-treated and 4 control rats [56] was performed as previously described [45]. Briefly, 40–50 mg rat kidney was cut and mechanically minced using Tissue Tearor (Biospec Products Inc, Bartlesville, OK). Total RNA was isolated using mirVana™ miRNA isolcation kit (Ambion, TX) that employed an organic extraction followed by glass-fiber immobilization. RNA concentration was determined using Nandrop1000 spectrophotometer (Thermo Scientific, DE). The quality of the extracted RNA was evaluated using the RNA 6000 LabChip and Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA).

### Small RNA Library Construction

The small RNA library construction and deep sequencing was carried out at University of Texas Southwestern Medical Center Microarray Core Facility. Samples were prepared using Illumina Small RNA Sample Prep kit according to the Small RNA v1.5 Sample Preparation Guide. Approximately 10 µg of total RNA was used for the small RNA library construction. The v1.5 sRNA 3′ and SRA 5′ adaptors (Illumina, San Diego, CA, USA) were added to both ends of the small RNAs. The 3′ and 5′ ligated RNAs were used as templates for reverse transcription followed by PCR amplification. The enriched cDNA constructs were size-fractionated on a 6% polyacrylamide gel electrophoresis and the bands containing the 22–30 nucleotide RNA fragments (93–100 nucleotide in length with both adapters) were purified. The concentrations of the size-fractionated cDNA libraries were determined using a NanoDrop ND-1000 Spectrophotometer and the size and purity were determined using an Agilent 2100 Bioanalyzer in combination with the Agilent DNA 1000 Kit. The purified DNA was used directly for cluster generation and sequence analysis using the Illumina Genome Analyzer II (Illumina) according to the manufacturer's instructions (36 cycle single read cluster kit v4 and sequence kit v4). Images taken during the sequencing reactions were analyzed with the Illumina software, performing the base-calling with Bustard and sequence analysis with Gerald.

### Identification of Novel miRNA Candidates

To predict novel miRNAs, the miRanalyzer standalone version [34] was used. All reads that were mapped to a non-redundant set of known rat miRNAs from miRBase version 17 were removed. All mappings are performed using Bowtie, an ultrafast and memory-efficient alignment program for aligning short DNA sequence reads to genomes [57]. The remaining reads were then aligned to a non-redundant set of all known miRNAs except for rat miRNAs from miRBase version 17. These mapped reads were retained and considered as belonging to putatively homologous miRNAs (detected in other species but so far not in rat). Those retained reads were mapped to the rat genome with a seed length of 19 nt allowing 1 mismatch. The genome-mapped reads were then clustered on the rat genome and the read clusters were used for the prediction of miRNAs as described previously [34]. Thus, the novel miRNAs detected in this way are homologous to those in other species.

To detect rat-specific novel miRNAs, all reads that were mapped to known miRNAs in miRBase version 17 and other known small RNAs were removed. The known small RNAs include 1) RNA from RFam 10.1 [58], 2) tRNA from the GtRNAdb [59] and 3) piRNA from RNAdb [60] and mRNAs from The Reference Sequence (RefSeq) database [61]. The remaining reads were input into miRanalyzer for analysis to select the candidate rat-specific novel miRNAs.

The consensus sequences of the novel rat homologous, rat-specific mature and pre-miRNAs were predicted at least 4 of 8 rat kidney samples by the miRanalyzer differential expression module. The NGS reads from all 8 samples were then mapped to the rat genome. Novel rat pre-miRNAs were identified based on the presence of a classic hairpin structure, Dicer cleavage pattern (a characteristic 2 nucleotide 3′ overhang), the mature and mature* sequences, and conservative 5′ sequence, as well as detectable expression (NGS read count).

Mature miRNAs tend to have several length variants and the consensus sequence frequently is found to be longer than the predominant form (the most expressed read) [10]. Here, the length of the most expressed read was considered as the length of the mature miRNAs. The pre-miRNA is defined as the sequence that starts at the first bulge (regions in which one strand of a miRNA has “extra” inserted bases with no counterparts in the opposite strand) before the 5′ mature miRNA and ends at the corresponding position in 3′. The minimum length of pre-miRNA is 65 nt if the flanking side of the pre-miRNA does not reach the next bulge.

The secondary structures of rat miRNAs were determined by the RNAfold using minimum free energy (MFE) algorithm. RNAfold is a web server and widely used for prediction of RNA structures [62], [63].

### Custom Vertebrate miRNA Microarray

Microarray assay was performed using a service provider (LC Sciences, Houston, TX). The assay started from 4 to 8 µg total RNA per sample. The RNA was 3′-extended with a poly (A) tail using poly (A) polymerase. An oligonucleotide tag was then ligated to the poly (A) tail for later fluorescent dye staining. Hybridization was performed overnight on a µParaflo microfluidic chip using a micro-circulation pump (Atactic Technologies, Houston, TX) [64], [65]. Hybridization used 100 µL 6×SSPE buffer (0.9 M NaCl, 60 mM Na_2_HPO_4_, 6 mM EDTA, pH 6.8) containing 25% formamide at 34°C. After RNA hybridization, tag-conjugating Cy3 dye was circulated through the microfluidic chip for dye staining. Fluorescence images were collected using a laser scanner (GenePix 4000B, Molecular Device, Sunnyvale, CA) and digitized using Array-Pro image analysis software (Media Cybernetics, Bethesda, Maryland). Data were analyzed by first subtracting the background and then normalizing the signals using a LOWESS filter (Locally-weighted Regression) [66]. Data adjustment included data filtering, Log2 transformation, and gene centering and normalization. The data filtering removed miRNAs with intensity values below a threshold value of 32 across all samples. T-test was performed between “control” and “test” sample groups to determine the *p*-value [67].

### Prediction of miRNAs' Target Genes

TargetSpy, an algorithm for prediction of miRNA target genes, was used to predict the target genes of the nine novel rat miRNAs [48], The principle of prediction of miRNA target genes is based on machine learning and selected features, such as compositional, structural, and base pairing features (http://www.targetspy.org/). TargetSpy has been demonstrated to have good prediction accuracy and is used to predict miRNAs targets genes [68].

## Supporting Information

Data S1 **Predicted target genes of the fourteen rat novel miRNAs.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

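Small RNA from the kidneys of 4 AA-treated and 4 control rats was sequenced on an Illumina Genome Analyzer II. The authors deposited the counts as whole numbers of reads per known rat miRNA and library, made by mapping reads with miRanalyzer and Bowtie to miRBase, without normalization. Each column of that table carries the title of 1 sample, and condition and number were taken from that title. The paper names the animals by other numbers, which were not paired with these titles, so that the read counts in Tables 3 and 6 were not joined to the libraries. None of the 14 miRNAs named in the paper is a row of the table used here, and their reads per library and the microarray were not analysed here.

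The computed values start from the counts. Differences between the groups were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, TMM normalization, Benjamini-Hochberg adjustment, threshold 0.05). The miRNAs tested had at least 10 reads in at least 4 of the 8 libraries. This is close to the paper's rule for its homologous miRNAs, which is more than 10 reads in at least 4 samples. The paper's text names no test for the counts of known miRNAs. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Reads are also given as CPM, the reads scaled by the TMM library sizes (cpm of edgeR). On simulated counts for the same 367 miRNAs, with 200 of them changed by a log2 fold change of 2 up or down, the edgeR step recovered 96% of the changed miRNAs with 5 false calls, and made 0 calls where nothing was changed. Rises and falls were equal in number there, so that the simulation cannot show an error of the scaling. It also does not cover smaller changes, such as the log2 fold change of -0.75 of miR-378.

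Marker lists were tested with camera of limma 3.58.1, with an inter-gene correlation of 0.01, on log2 CPM with a prior count of 2, two-sided, with Benjamini-Hochberg adjustment over 6 lists, and with fry as the alternative. The lists were red blood cell (miR-144, miR-451), leukocyte (miR-142-3p, miR-142-5p, miR-146a, miR-146b, miR-150, miR-223), fibrosis and kidney injury (miR-21, miR-21*, miR-199a-5p, miR-199a-3p, miR-214), epithelial (miR-141, miR-200a, miR-200b, miR-200c, miR-429), the p53-induced miR-34 family (miR-34a, miR-34b, miR-34c) and nephron (miR-192, miR-194, miR-204, miR-30a, miR-30c, miR-30d). 2 further members fixed beforehand, miR-486 and miR-155, were not among the tested names. The arms of one hairpin were paired by name, and the share of pairs that changed in the same direction was set against 10000 random re-pairings. Single values were compared between the groups with the exact permutation test, whose smallest two-sided p for 4 against 4 rats is 0.0286. Shares of reads in one library carry 95% Wilson intervals, which cover counting error only, since reads copied by PCR are not independent molecules.

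Precursors were folded with RNAfold 2.7.2 on the sequences printed in the paper. The depth was 13412373 to 15616670 reads per library, so that a miRNA at 10 reads is measured to within its counting error only, while the abundant miRNAs are limited by the spread between rats.

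The tests, the lists and the rule for naming miRNAs were written before the data were examined. The miRNAs named are the 14 of the paper, the 3 most abundant, the members of the lists, and, among called miRNAs without overlap between the groups, the 4 with the largest rise and the 4 with the largest fall. miR-122 was named beforehand as a liver miRNA. miR-34b*, miR-34c*, miR-122*, miR-205, miR-31, miR-31*, miR-802 and the miRNAs named for the libraries numbered 4 were chosen after their values were seen. The alternatives tried were DESeq2 size factors in the edgeR fit, total counts, the DESeq2 1.42.0 Wald test, no filter on reads, at least 10 reads in all 8 libraries, the library number as a block, and each library left out in turn. 4 more settings were chosen after the data were seen: a term for the libraries numbered 4, the 6 libraries numbered 1 to 3, the counts less the 3 most abundant miRNAs, and the older Turner energy parameters in RNAfold.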

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

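Every test of an explanation in this part was chosen after the result it bears on was seen.

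The paper removed reads on known miRNAs and, apart from its statement about an earlier study, gives no values that compare them between the groups. In these counts, 60 miRNAs differed between the AA and control groups (edgeR, adjusted p-value under 0.05). Of the 35 ways to split the 8 libraries into 4 and 4, 1 gave as many calls, the real one, and every other split gave at most 1 call. The abundant miRNAs changed their share of the reads, which argues for a check of the scaling. Of the 60 calls, 52 were shared between TMM normalization and total counts. A fit on the counts less the 3 most abundant miRNAs shared 53, so that these 3 miRNAs are not the whole cause. miR-21, whose mean share was 3.01% in the control group and 13.7% in the AA group, stayed in that fit. Its effect on the other miRNAs was therefore not tested by it. The balance between rises and falls does depend on the scaling. The libraries numbered 4 deviate together, as described under the other observations, but they hold 1 library of each group, and 59 of the 60 calls were shared with a fit that has a term for them. Over all tested miRNAs, 24.3% showed no overlap between the AA and control rats, against 2.86% by chance. A response of the kidney to AA is 1 hypothesis that these values leave. The labels name no batch at all, so that a processing step shared within each group is not excluded. The splits and the overlap cannot tell such a step from the treatment.

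Among the 6 marker lists, the largest shift was in the miR-34 family, whose members miR-34a, miR-34b and miR-34c had a median log2 fold change of 3.80. All 3 rose in the AA group, and every AA rat lay above every control rat for each of them. The camera test gave an adjusted p of 1.6e-05 for the list, with the inter-gene correlation fixed at 0.01. Members that vary together more than that would make this p too small. Of the 35 splits, 1 gave a p as small, the real one. Sequences within the family are similar, so that reads of one member could be counted on another. The opposite arms miR-34a*, miR-34b* and miR-34c* rose as well, with 3.38 the smallest of their log2 fold changes, which argues against that as the cause. With each library left out in turn, the log2 fold change of miR-34a stayed between 4.10 and 4.61 and that of miR-34c between 3.29 and 3.99. The members are described as induced by p53, but no p53 measure was analysed here.

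miR-122, a miRNA of liver cells, made up 0.0634% of the reads in the second AA library (95% Wilson interval 0.0621% to 0.0647%), while the other AA libraries lay between 6.7e-05% and 0.00031%. In the control group the first library stood apart in the same way, at 0.00464% against 0.00037% to 0.00061%. Its reads were 9634 in the second AA library and 707 in the first control library. The opposite arm miR-122* had 302 reads in the second AA library and at most 23 in the others, which argues against reads of another miRNA counted on miR-122. A small amount of liver RNA in these 2 libraries is a candidate explanation. It cannot be told apart from expression in the kidney, because miR-122 ranks 69 in that library and a share this small would be hidden in liver miRNAs that the kidney also expresses. The other 3 AA libraries lay below the control group's lowest share, so that no rise shared by the treated rats was seen. The second AA library also stood apart in other miRNAs, chosen after their values were seen. miR-205 was at 443 CPM there against 24.0 to 43.2 in the other AA libraries, and miR-31 at 190 against 30.3 to 74.0. miR-31*, 1 of the 60 calls, was at 31.6 against 5.64 to 9.54, and miR-802 at 15.5 against 1.42 to 5.09. The first control library was not the highest of its group in any of them. Whether they share a source with miR-122 was not tested.

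Among the groups of 4 libraries examined by rule, 4 more values lay far from the rest of their group. In the fourth AA library, miR-34a was at 877 CPM against 442 to 516 in the other AA libraries, and miR-511* was at 830 against 69.5 to 134. In the third AA library, miR-219-2-3p was at 3.72 CPM against 0.163 to 0.696. In the first control library, miR-146b was at 512 CPM against 332 to 349. Over the 40 groups of 4 libraries examined, 6 values stood apart in this way and about 2 would do so by chance. For miR-34a the fourth control library was also the highest of its group, at 32.9 CPM, whereas for miR-511* it was the lowest of its group, at 10.0 CPM. miR-34a is also 1 of the 43 miRNAs that deviated together in the libraries numbered 4 (log2 fold change 0.67, adjusted p = 0.021 from edgeR), as described under the other observations. No test was run that separates a technical from a biological source for these 4 values.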

How the results depend on the processing

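The number of miRNAs called between the AA and control groups was 60, with 38 higher and 22 lower. With other scalings, tests and filters it was between 52 and 76. Leaving out 1 library at a time gave from 35 to 51 calls, with 24 to 33 higher and 10 to 21 lower. The lowest count came without the second control library, and without the first control library it was 37. Each of these fits has 7 libraries in place of 8, and 31 miRNAs were called in all 8 of them. With total counts, 14 miRNAs were lower and the share of called miRNAs that were higher went from 63.3% to 79.4%. The total counts lack the scaling factors, which lie between 0.874 and 1.21, and the median log2 fold change rose accordingly from 0.06 to 0.27. The share that was higher ranged from 55.6% to 73.0% over the fits that each left out 1 library and stayed above 50% in every fit. The DESeq2 Wald test called 76 miRNAs, 59 of them shared with edgeR, and 12 miRNAs had no adjusted p there.

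The sample titles number the libraries 1 to 4 in both groups. With the number as a block (paired fit), 78 miRNAs were called, 47 higher and 31 lower, and 57 were shared with the fit without the block. The correlations between the deviations of same-numbered libraries from their group means, across 367 miRNAs, which are not independent replicates, were 0.05, 0.20, 0.14 and 0.35. By Spearman's rank correlation they were 0.18, 0.39, 0.19 and 0.33, and the pair of the third control and the second AA library, with different numbers, reached 0.34. The first value by Pearson's r is near 0 and neither the labels nor the paper's text say what the numbers share, so that the numbers were not taken as pairs, although the rank correlations leave this open. Under the block, the median log2 fold changes were -0.70 for the red blood cell list, 0.77 for the leukocyte list, 0.75 for the fibrosis and kidney injury list, -0.06 for the epithelial list, 3.80 for the miR-34 family and -0.47 for the nephron list, and no list changed its call in the camera test. In the fry test the nephron list was not called under the block (adjusted p = 0.091 from limma).

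The marker lists kept their direction, except the epithelial list. Its median log2 fold change of -0.07 was 0.14 with total counts and from -0.21 to 0.016 when 1 library was left out, and it was called in none of these fits. The leukocyte list (median 0.80) and the nephron list (median -0.50) were not called without the fourth control library or without the second AA library, with adjusted p of 0.0507 and 0.0517 from camera for both lists. Over the fits that left out 1 library, the medians were 0.58 to 0.91 for the leukocyte list and -0.68 to -0.25 for the nephron list. The nephron median without the fourth control library was -0.25, and the cause was not tested. The miR-34 family and the fibrosis and kidney injury list were called in every alternative, with medians of 3.66 to 3.99 and 0.50 to 1.01 over the same fits. In place of camera, fry of limma called the same 4 lists with the settings used at the claims, and it did not call the nephron list with total counts (adjusted p = 0.067) or without the first control library (adjusted p = 0.063).

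The share of arm pairs that changed in the same direction was 76.6% of 111 pairs. It was 76.6% with total counts, 73.3% of 86 pairs with at least 10 reads in all 8 libraries, and 69.7% to 76.1% when 1 library was left out, and it passed the threshold each time. The median share of reads on the kidney list went from 27.1% to 36.6% without the most abundant miRNA, as a smaller total gives. The number of miRNAs with at least 10 reads in at least 4 libraries was 367, and it was within 1.5 times that number with a cutoff of 20 reads and with each library left out. All names in the table start with the rat prefix, so that the alternative of rat names only could not change the total of reads.

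The 17 miRNAs followed through the alternative fits were the 3 most abundant, the 4 rises and 4 falls named first, and 6 others. These 6 were miR-21, miR-146b, miR-142-3p, miR-34b, miR-34b* and miR-34c*. Other list members, such as miR-194 (adjusted p = 0.0499 from edgeR), were not followed. Fits in which a miRNA missed the read cutoff are not counted, and miR-34a* and miR-135a* were tested in 10 each. Of the 257 fits counted, 247 kept the call and direction. In 9 the call was lost when 1 library was left out (6 for miR-219-2-3p and 3 for miR-378), and 1 changed direction. That one was miR-30a, which was not called in any fit and whose log2 fold change went from -0.17 to 0.028 with total counts. Total counts moved the other most abundant miRNAs upward as well, miR-143 from -0.36 to -0.16 and miR-378 from -0.75 to -0.53, by about as much as the median of all tested miRNAs. The standard errors of the 17 log2 fold changes were largest for miR-219-2-3p (0.86), miR-511* (0.78) and miR-34a* (0.48).

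3 settings of the test were chosen after the data were seen. With a term for the libraries numbered 4, 78 miRNAs were called, and with only the 6 libraries numbered 1 to 3, 52 were called, 27 higher and 25 lower. With the counts less the 3 most abundant miRNAs, 56 of 364 were called, 32 higher and 24 lower, and 53 were shared. With the older Turner energy parameters, also chosen after the values were seen, the minimum free energies moved by up to 2 kcal/mol.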

Differences from the paper's values

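The paper gives 1738486 reads mapped to known rat miRNAs in the 8 samples. The deposited counts used here sum to 117232063 reads on known miRNAs, 67.4 times the paper's value. The paper gives 14358136 reads in total, of all kinds, and the sum on known miRNAs is 8.16 times that value. The paper's text does not say whether its values count every read or each distinct sequence once, and both ratios compare like with like only if every read is counted. No alternative set before the data were examined changes the sum, since every name in the table has the rat prefix.

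The minimum free energies above the structures in Fig. 2 and Fig. 3 were read by eye. For rno-mir-3068 the default parameters of RNAfold gave -27.8 kcal/mol against the paper's about -29 in Fig. 2, and for rno-mir-1306 they gave -29.8 against about -32 in Fig. 2. For rno-mir-3599 they gave -32.4 against about -34 in Fig. 3, and for rno-mir-3600 they gave -27.1 against about -29 in Fig. 3. No alternative for these energies was set before the data were examined. With the older Turner energy parameters, chosen after the values were seen, the 4 energies were -28.7, -31.8, -33.7 and -28.6 kcal/mol, which fall within the precision of the reading. Under the same parameters rno-mir-1843 was at -30.4 kcal/mol against about -29 in Fig. 2, while the default parameters gave -29.9.

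The paper names 3 of the 10 homologous miRNAs as different in sequence from other species. In the printed tables 4 of the 10 differ, the other one being rno-miR-509-5p, with the substitution G12A against mmu-miR-509-5p and 1 more base at its 3′ end. The paper also states that every one of the 10 miRNAs has a perfect 3′ overhang of 2 nt, while the note to Table 1 excepts rno-miR-3068-3p and rno-miR-1843-3p. For these 2, the note reports a perfect pattern with the mature* read that ranks second in expression. It takes the top read as probably an isomiR longer by 1 nt. On the folds made here, 7 of the 10 arms had an overhang of 2 nt, and 8 with the older Turner energy parameters, chosen after the values were seen. Both arms of rno-mir-3068 and of rno-mir-1843 had 2 nt with either set of parameters.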

Other observations

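The tests of the libraries numbered 4, of the count of lists past the threshold, of the difference between lists and of the tissue label were written after values that bear on them had been seen. The counts of splits for the leukocyte, fibrosis and nephron lists and for the arm pairs were set before their results were seen.

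The libraries numbered 4 in both groups deviated from their groups in the same way. Each of the 16 pairs of 1 control and 1 AA library was set against the other 6 libraries, with the treatment in the edgeR fit. The pair numbered 4 gave 43 miRNAs with an adjusted p-value under 0.05, of which 27 were higher and 16 lower in that pair, and every other pair gave at most 1. With 1 of 16 pairs as large, no share under 0.05 can be reached, so that coincidence is not excluded. miR-328a was at 106 and 122.5 CPM in the 2 libraries numbered 4 and at 14.3 to 27.1 in the other 6, and miR-210 at 112 and 86.4 against 20.8 to 33.6. miR-10b was lower, at 5.78 and 5.03 against 15.5 to 21.8. A technical step shared by the 2 libraries, such as a preparation or sequencing batch, is a candidate explanation for the 43 miRNAs, and it cannot be told apart from a chance likeness of 2 rats because the labels name no batch. In the paper's own Tables 3 and 6, the reads of rats CTL16 and AA22 both lay above the other 6 rats for 1 of 14 miRNAs and both below them for 2, while any other pair of 1 control and 1 AA rat did so for at most 1. The numbers of these rats were not matched to the titles of the libraries, so that this does not settle the question. 3 of the 43 were also called between AA and control. They were miR-34a, miR-34c and miR-187, with log2 fold changes of 0.67, 0.91 and 2.00 for the pair numbered 4 against the other 6 libraries. The pair holds 1 library of each group, and 78 miRNAs were called between the groups with a term for it, 59 of them shared with the fit without the term.

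One field of the labels names liver. Had the libraries been made from liver, miR-122 would be among the most abundant miRNAs. Its highest share was 0.0634% and its median 0.00041%, while 12 kidney-enriched miRNAs fixed beforehand (among them miR-10a, miR-30a, miR-192, miR-200b and miR-204) took between 23.6% and 32.0% of the reads of each library, with a median of 27.1%. Liver as the source of the libraries is excluded by these values, although several of the 12, such as miR-192 and miR-30a, are not restricted to the kidney.

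Of the 6 marker lists, 4 passed an adjusted p of 0.05 in the camera test. The miR-34 family and the leukocyte and the fibrosis and kidney injury lists were higher in the AA group, and the nephron list was lower. The leukocyte list had a median log2 fold change of 0.80 (adjusted p = 0.025, 5 of 6 members higher), the fibrosis and kidney injury list 0.80 (adjusted p = 0.0073, 5 of 5 higher) and the nephron list -0.50 (adjusted p = 0.028, 0 of 6 higher). The red blood cell list (median -0.61, adjusted p = 0.18) and the epithelial list (median -0.07, adjusted p = 0.67) were not called. Other splits of the libraries weaken this reading: 4 of the 35 splits gave as many lists past the threshold. A camera p as small was reached in 3 of 35 splits for the leukocyte list, in 3 for the fibrosis and kidney injury list and in 6 for the nephron list, so that chance is not excluded for a shift of these 3 lists against the other miRNAs. The camera test also took members as nearly independent, although the leukocyte list holds both arms of miR-142. The fibrosis and kidney injury list holds both arms of miR-21 and of miR-199a, so that the camera p-values may be too small. The mean log2 CPM of each of the 3 lists did separate the 4 AA from the 4 control libraries without overlap (exact permutation test for each list, two-sided, p = 0.0286), for the leukocyte list with 8.19 to 8.69 in the AA group against 7.53 to 7.83 in the control group. Adjusted over the list alone, 4 of 6 leukocyte members and 4 of 5 fibrosis and kidney injury members were called, against 3 and 3 over all tested miRNAs; for the nephron list both counts were 2, and for the miR-34 family both were 3. The largest single rises in the lists after the miR-34 family were miR-146b (log2 fold change 2.27, standard error 0.35, adjusted p = 0.0014 from edgeR), miR-21 (1.99, standard error 0.29, adjusted p = 0.0012), miR-21* (1.63, standard error 0.27, adjusted p = 0.0023) and miR-142-3p (1.47, standard error 0.23, adjusted p = 0.0018). miR-21 made up 3.01% ± 0.392 (SD, n = 4) of the reads in the control group and 13.7% ± 5.06 (SD, n = 4) in the AA group.

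A lower share of nephron cells in the AA kidneys would raise the lists of all other cell types alike. The leukocyte list minus the red blood cell list was 0.97 ± 0.405 (SD, n = 4) in the control group and 2.55 ± 0.865 (SD, n = 4) in the AA group on the log2 scale, a difference of 1.58 (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow). The lists moved apart, which argues against that explanation for the whole pattern. The red blood cell list has 2 members, and the blood left in a kidney at dissection may differ between rats, which the counts do not measure. More leukocytes in the AA kidneys, a change within their cells, and a treatment effect on the kidney cells remain open and were not tested.

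Both arms of one hairpin come from 1 precursor, and the paper asks for both as a criterion. Of 111 pairs of arms that were tested, 85 (76.6%) changed in the same direction between control and AA, against 50.6% on average when arms were re-paired at random (permutation test with 10000 draws, one-sided, p = 1e-04, the smallest that these draws can give). Of the 35 splits of the libraries, 1 gave a share as large, the real one. The splits with as many AA as control libraries on each side gave from 50.5% to 65.8%, below the real one. The remaining splits, which still contrast AA with control in part, gave from 54.1% to 75.7%. All but the lowest of the balanced splits lay above the re-paired 50.6%. The arms thus also moved together to some degree without the treatment as the contrast, and the re-paired value is no baseline for a treatment effect. In 7 pairs both arms were called and in none of them were the directions opposite. Of the 28 pairs with at least 1 called arm, 3 had arms that moved in opposite directions.

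Of the 620 names, 61 are written with a lower-case mir and end in an asterisk. 43 of them had fewer than 10 reads in every library, and 10 were tested. How the authors assigned reads to these names is not stated in the paper's text, so that their values were not interpreted.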
